A study of Homo sapiens with 8 samples.

How the data were processed

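RFX7 binding was mapped by chromatin immunoprecipitation and sequencing (ChIP-seq) in U2OS, a human osteosarcoma cell line. Per the labels, cells were treated for 24 h with Nutlin-3a at 10 µM or with the solvent DMSO. Nutlin-3a blocks the interaction of MDM2 with p53 and thereby stabilises p53. The labels describe 8 samples in 4 groups of 2 replicates: RFX7 immunoprecipitation and input DNA, each after DMSO and after Nutlin-3a. Each immunoprecipitation used 3 µg of antibody, per the labels' protocols.

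The deposited data analysed here were 2 peak lists without a header, 1 for the RFX7 samples after DMSO and 1 for those after Nutlin-3a. Their rows are named as merged peaks and carry no replicate number. The peak caller, its settings, the aligner, the filters and the way the replicates were combined are not stated in the labels or in the lists. Each row gives an interval, a fold enrichment deposited by the authors, and a −log10 q value from the authors' peak caller. The score deposited by the authors was the whole part of 10 times the −log10 q in each row, so it added no information and was not used further. All deposited peaks had q values under 0.05. The summit column held no position in any row, so the midpoint of each interval stood in for the summit. Data of the input samples and of single replicates were not analysed here. Values exist once per treatment, so none has a replicate error, and no test below compares the treatments with replicate variance. The tests compare sets of peaks or genes within these lists. The sequencing depth behind each list is unknown, and the number and width of called peaks can move with depth. For that reason fold enrichment and −log10 q were used to describe, rank and filter peaks within their own list. One alternative set the same minimum −log10 q of 10 for both lists, and it is not equally strict in lists of different depth.

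The genome build is not named in the labels or the lists. It was inferred by setting the peaks against protein-coding genes of RefSeq GRCh38.p14. Of the 304 Nutlin-3a peaks, 128 had a midpoint within 1 kb of a gene end, and after shifting all peaks by 20 kb to 1 Mb either way the number was between 9 and 19. Positions are therefore read as GRCh38. They are given as deposited, except that 1 bp was added to each start so that positions count from 1. The gene table holds 20033 protein-coding genes on the assembled chromosomes and gives neither strand nor exons. A gene end is thus either boundary of a gene, where the plan had named transcription start sites. Exon, intron and UTR positions were not assigned, and "inside a gene" means between its 2 boundaries.

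The tests, thresholds, gene lists and naming rule that follow were fixed before the data were examined. Gene ends and midpoints in place of start sites and summits, the chromosome span used for placements and the family for adjustment were set afterwards. A peak was called shared when it overlapped a peak of the other list by at least 1 bp. The chance overlap was taken from 1000 random placements of the Nutlin-3a peaks that kept each peak's width and distance to the nearest protein-coding gene end. Location was the share of midpoints within 1 kb of a protein-coding gene end, set beside 1000 uniform placements on the same chromosomes between the first and last gene. These placements include assembly gaps, which lowers the random shares somewhat. Shares carry 95% Wilson intervals, which cover the number of peaks or genes counted and no other error. For a share of 0, the upper limit was set at 3 counts of the total. Shared and Nutlin-only peaks were compared by Fisher's exact test for location and by a two-sided permutation test with 100000 resamples for their percentile rank by −log10 q, or an exact one where a group was under 10. Rank agreement at shared peaks was measured across sites, which are not independent replicates, with permutation p-values. Benjamini-Hochberg adjustment covered the 8 tests of this family. All tests were two-sided.

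Peaks are named by the protein-coding gene with the nearest end. The named peaks were the 10 with the highest −log10 q in each list and the 5 highest-ranked peaks found in only one of the lists. Members of a pair of gene lists with a peak within 5 kb were named too. A few peaks that this rule covers are not reported here. The first list held 13 published RFX7 target genes and the second 20 p53 target genes, and all symbols matched the gene table. The RFX7 targets are known from the study that these libraries belong to, so that list is not independent evidence. Genes of a list were compared with all other protein-coding genes by Fisher's exact test.

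Planned scans for the RFX recognition sequence (the X-box), for p53 response elements and for enriched short sequences need a genome sequence, which was not used here. They were not run. Alternatives that were run changed the −log10 q minimum, the overlap rule, the distance to a gene end, the genes counted, the ranking column and the joining of neighbouring peaks, the last chosen after seeing the data. The overlap, location, gene list and permutation code was tested on simulated data: all 120 of 120 peaks planted near gene ends and all 40 of 40 planted overlaps were recovered among 300 simulated peaks. Of 100 tests of means without a difference, 7 gave a permutation p under 0.05. Computation used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and matplotlib 3.10.9 for the figures.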

Results

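RFX7 is a DNA-binding protein of the regulatory factor X family. Its binding in U2OS cells was compared between p53 activation by Nutlin-3a and the DMSO control, to ask where RFX7 binds and whether the set of sites differs after treatment. Both treatments had 2 RFX7 ChIP-seq replicates and 2 input replicates, and each treatment was represented by 1 merged peak list. No value in these lists therefore has a replicate error, and the read depth behind them is unknown.

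The DMSO list held 213 peaks and the Nutlin-3a list 304. Without values per replicate, the difference in number could not be tested. The lists differed in the peaks' size. DMSO peaks had a median width of 194 bp (range 160 to 918 bp) and covered 45298 bp in all, whereas Nutlin-3a peaks had a median width of 339.5 bp (range 50 to 2618 bp) and covered 134142 bp. The authors' fold enrichment ranged from 2.12 to 6.68 in the DMSO list, with a median of 3.06. In the Nutlin-3a list it ranged from 2.42 to 12.03, with a median of 4.71. The −log10 q had a median of 2.49 and a maximum of 22.8 in the DMSO list, against 10.2 and 67.6 in the Nutlin-3a list. These scores depend on depth and were not tested between lists. The number of DMSO peaks moved most at a −log10 q of at least 10, to 3, and that of Nutlin-3a peaks most when only those at or above the list's median −log10 q were taken, to 152. Neighbouring peaks also affected the count: 46 neighbouring pairs in the Nutlin-3a list and 2 in the DMSO list lay within 1 kb of each other, and joining them left 258 and 211 peaks.

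To determine which sites were listed under both conditions, the lists were intersected. An overlap of at least 1 bp was found for 22 DMSO peaks, 10.3% of the DMSO list (95% Wilson interval 6.92 to 15.1%), with 22 Nutlin-3a peaks, 7.24% of that list (4.83 to 10.7%). Random placements of the Nutlin-3a peaks at matched distances from genes overlapped 0.018 DMSO peaks on average and at most 1. The remaining 191 peaks were found only in the DMSO list and 282 only in the Nutlin-3a list. At all 22 shared sites the DMSO interval lay inside the Nutlin-3a interval. The median width at these sites was 222 bp in the DMSO list and 1120.5 bp in the Nutlin-3a list, and the midpoints were a median of 153 bp apart, at most 441 bp. The shares moved most for the DMSO list at a −log10 q of at least 10, where the 3 peaks left were all shared (100%), and for the Nutlin-3a list when 50% of both intervals had to overlap, which left 0.658% shared.

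Shared sites ranked high within both lists. Of the 10 DMSO peaks with the highest −log10 q, 9 were shared, and of the 10 highest Nutlin-3a peaks, 5 were. The lowest-ranked shared site was number 173 of 213 in the DMSO list and number 78 of 304 in the Nutlin-3a list. Within the Nutlin-3a list, Nutlin-only peaks had a mean percentile rank of 47.0 ± 27.6 (SD across 282 peaks) and shared peaks one of 90.6 ± 7.22 (SD across 22 peaks). The difference of -43.6 percentile points had a permutation p of 1e-05, the smallest that 100000 resamples can give (adjusted p 2.67e-05). Across the 22 shared sites, the order by −log10 q was not significantly related between lists. Spearman's rho of the percentile ranks was 0.40 (permutation p = 0.0657, adjusted p 0.131) and Pearson's r was 0.28 (permutation p = 0.219, adjusted p 0.25). The site farthest from the median DMSO rank was near FMOD, and those near ATP5IF1 and TSC22D1 tied for second place. Without FMOD and ATP5IF1, Pearson's r was 0.53 (permutation p = 0.0138) and rho 0.44 (permutation p = 0.0544). Without FMOD and TSC22D1, r was 0.38 (permutation p = 0.0861) and rho 0.42 (permutation p = 0.066), and without all 3 sites r was 0.17 (permutation p = 0.494) and rho 0.34 (permutation p = 0.15). The value of r therefore depended on single sites, and the permutation p of 0.0138 on which of the tied sites was left out, a comparison made after the data were seen.

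**Figure D1:**
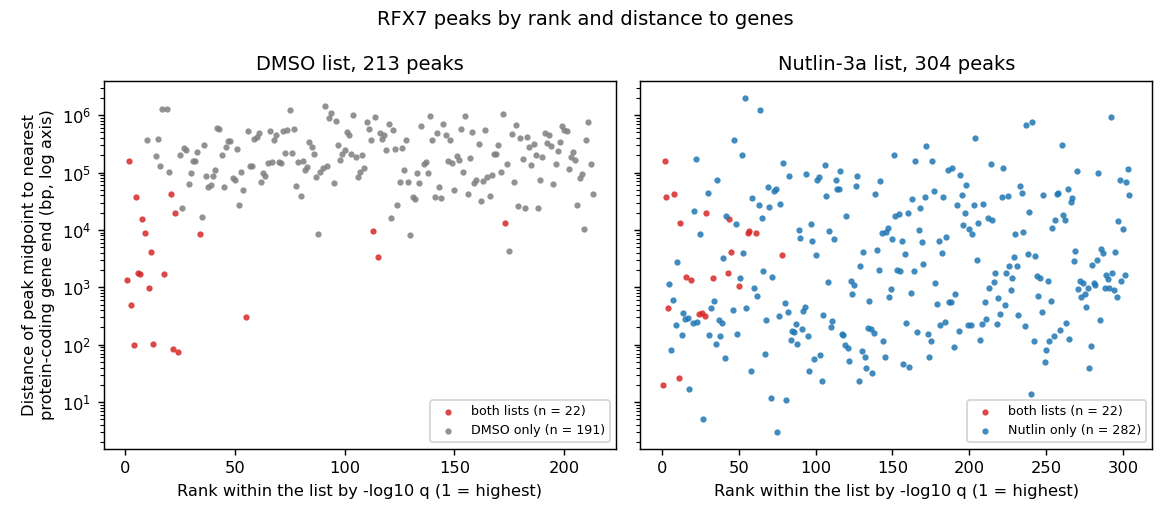
Each point is a peak, placed by its rank within its own list (x axis, 1 is the highest −log10 q) and by the distance of its midpoint to the nearest protein-coding gene end (y axis, bp, log scale), for the DMSO list (left) and the Nutlin-3a list (right). The 22 shared peaks (red) gather at high ranks, the 191 DMSO-only peaks (grey) lie 4329 bp or more from any protein-coding gene end, and the 282 Nutlin-only peaks (blue) have a median distance of 1641.5 bp.

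The highest-ranked peak after Nutlin-3a lay at chromosome 9, 35072090 to 35073201, 20 bp from an end of VCP, with a fold enrichment of 10.6 and a −log10 q of 67.6. It was followed by a peak of 2618 bp at chromosome 12, 4029877 to 4032494, with a −log10 q of 65.0. The midpoint of this interval was 157786 bp from the nearest protein-coding gene end, that of PARP11, and 4527 bp from the end of the non-coding gene LINC03141. The fourth, at chromosome 1, 23959194 to 23960001, was inside a gene and 433 bp from an end of PNRC2, with a −log10 q of 58.7. These peaks were shared with the DMSO list, as was the eighth, at chromosome 1, 46132369 to 46134068. That peak was inside a protein-coding gene, 41683 bp from the nearest end, of PIK3R3, and 153 bp from an end of the gene LOC101929626.

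The highest-ranked Nutlin-only peaks were also among the first 10. They lay 1132 bp from an end of RAP2A (chromosome 13, 97432606 to 97433468), 81 bp from one of UBB (chromosome 17, 16380604 to 16381117), 604 bp from one of AKT1S1 (chromosome 19, 49869022 to 49870252) and 223 bp from one of KDM4A (chromosome 1, 43649484 to 43650369). Their fold enrichments were between 9.94 and 11.2.

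In the DMSO list the first peak stood apart. It lay at chromosome 1, 150561813 to 150562730, 1334 bp from an end of ADAMTSL4, with a fold enrichment of 6.68 and a −log10 q of 22.8, against 10.3 for the second. The second to ninth peaks were also shared, and their nearest protein-coding genes included PARP11, PNRC2, VCP, TOB2, CCND2, AZIN1 and YWHAG, at −log10 q values of 10.3 down to 6.90. The tenth was the highest-ranked DMSO-only peak, at chromosome 8, 122007777 to 122007973, 366435 bp from the nearest protein-coding end, of HAS2, with a −log10 q of 6.48. The next DMSO-only peaks were nearest to SGCD at 194504 bp, STMN2 at 382223 bp, FBXO4 at 129294 bp and PLA2G4A at 1269790 bp, with −log10 q values of 5.35, 5.35, 5.22 and 5.08.

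Location relative to genes was then compared. In the Nutlin-3a list, 128 of 304 midpoints, 42.1% (95% Wilson interval 36.7 to 47.7%), were within 1 kb of a protein-coding gene end, against 2.87% on average in random placements (95% of placements between 1.32 and 4.93%). In the DMSO list the share was 7 of 213, 3.29% (1.60 to 6.63%), inside the random range of 0.469 to 4.69% around a mean of 2.35%. All 7 belonged to shared sites. Of the 191 DMSO-only midpoints, 0 were within 1 kb of a protein-coding gene end, which allows a share of up to 1.57%. Nutlin-only peaks had 122 of 282 within 1 kb, 43.3% (37.6 to 49.1%), and their difference from DMSO-only peaks, a comparison chosen after the shares were seen, had a Fisher's exact p of 4.04e-34. That p treats peaks as independent, but 46 neighbouring pairs in the Nutlin-3a list lay within 1 kb of each other, so it is too small. The share in the DMSO list moved most at a −log10 q of at least 10, to 33.3% of 3 peaks, and that in the Nutlin-3a list most with a 5 kb limit, to 61.2%.

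Shared and Nutlin-only peaks were not distinguishable by their share within 1 kb of a gene end. By their Nutlin-3a midpoints, 6 of 22 shared peaks, 27.3% (13.2 to 48.2%), were within 1 kb of a gene end. The difference of -16.0 percentage points from Nutlin-only peaks had a Fisher's exact p of 0.18 (adjusted p 0.241). The sign of this difference changed when 50% overlap was required, which left 2 shared sites. Midpoints inside protein-coding genes made up 46.4% of the Nutlin-3a list (40.9 to 52.0%), close to the random mean of 43.9%. They made up 25.7% of the DMSO-only peaks (19.98 to 32.3%), below the 36.2 to 49.3% of 95% of random placements of the DMSO list. Among shared peaks the share inside genes was also low, 6 of 22, 27.3% (13.2 to 48.2%), against 47.9% of Nutlin-only peaks. The shares inside genes were not tested between these classes. Of 118 Nutlin-3a peaks over 5 kb from protein-coding gene ends, 26 (22.03%) were within 1 kb of an end of another annotated gene.

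**Figure D2:**
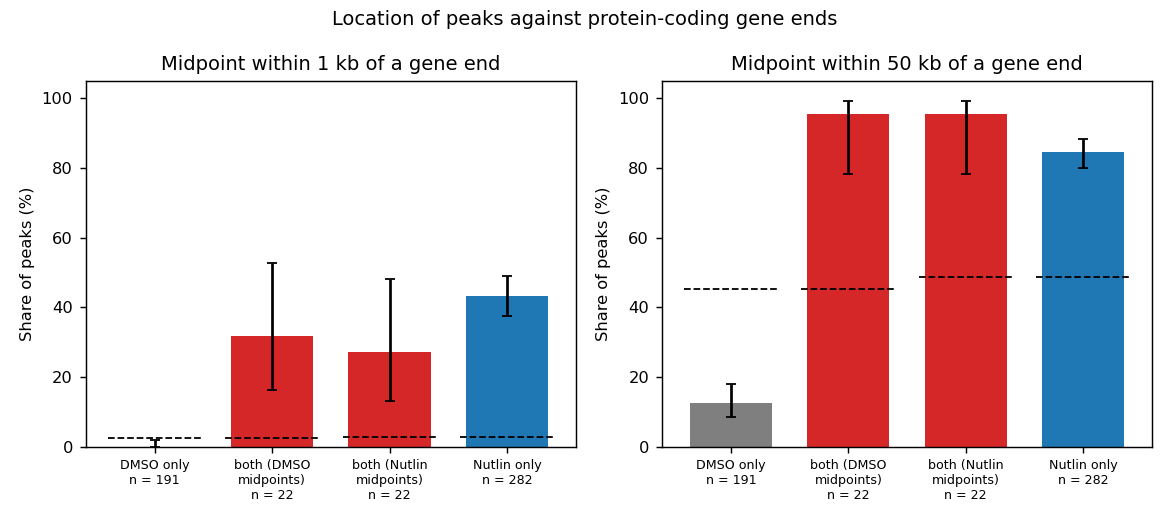
Bars give the share of peaks (y axis, %) with a midpoint within 1 kb (left) or 50 kb (right) of a protein-coding gene end for DMSO-only, shared (by DMSO and by Nutlin-3a midpoints) and Nutlin-only peaks. Error bars are 95% Wilson intervals and dashed lines the mean of 1000 random placements of the whole list; DMSO-only peaks were at 0% and 12.6%, Nutlin-only peaks at 43.3% and 84.8%.

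Genes published as RFX7 targets were examined next. Of 13 such genes, 12 had a Nutlin-3a peak within 5 kb of an end, 92.3% (66.7 to 98.6%), against 177 of 20020 other protein-coding genes, 0.884% (Fisher's exact p = 4.50e-24, adjusted p 3.60e-23). The 12 were PDCD4, PIK3IP1, MXD4, PNRC1, ABAT, CCNG2, TP53INP1, TSPYL1, TSPYL2, TOB1, JUNB and REV3L. The highest-ranked peak within 5 kb of each lay 145 to 1338 bp from the gene's end, ranked between 19 and 135 of 304, and had a fold enrichment of 4.99 to 8.73. The exception was PIK3R3, whose nearest Nutlin-3a midpoint, that of the peak ranked 195, was 40673 bp from a gene end. Beside it lay the shared peak ranked 8, inside a protein-coding gene and 41683 bp from that end. Transcript starts inside genes were not assigned, so PIK3R3 cannot be called unbound. In the DMSO list, 3 of the 13 genes, PIK3IP1, PNRC1 and CCNG2, had a peak within 5 kb, 23.1% (8.18 to 50.3%), against 13 of 20020 others (Fisher's exact p = 1.19e-07, adjusted p 4.76e-07). All 3 were shared sites. Because such targets were published from a study that includes these libraries, this overlap is not independent evidence.

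The PDCD4 peak lay at chromosome 10, 110871734 to 110872426, and was listed only after Nutlin-3a, with a −log10 q of 27.4 and 152 bp from a gene end. PIK3IP1 had a shared peak at chromosome 22, 31290513 to 31291880, which ranked 19 after Nutlin-3a with a −log10 q of 38.6 and 18 in the DMSO list with one of 5.08. For CCNG2, on chromosome 4, the peak at 77156530 to 77157202 ranked 24 after Nutlin-3a, and the overlapping DMSO peak ranked 55. At PNRC1, on chromosome 6, the peak at 89081481 to 89082163 ranked 50 after Nutlin-3a, and the DMSO peak inside it ranked 11.

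As a contrast, 20 target genes of p53 were counted. A Nutlin-3a peak was within 5 kb of 1 of them, BBC3, at chromosome 19, 47230393 to 47230625 and 2351 bp from a gene end. That share of 5% (0.888 to 23.6%) did not differ from the 188 of 20013 other genes, 0.939% (Fisher's exact p = 0.173, adjusted p 0.241). The DMSO list had a peak near 0 of the 20 genes, which allows a share of up to 15%, against 16 of 20013 others (Fisher's exact p = 1, adjusted p 1). Widening the limit to 50 kb changed both calls: 3 genes had a DMSO peak (Fisher's exact p = 7.98e-05) and 3 a Nutlin-3a peak (Fisher's exact p = 0.0191).

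**Figure D3:**
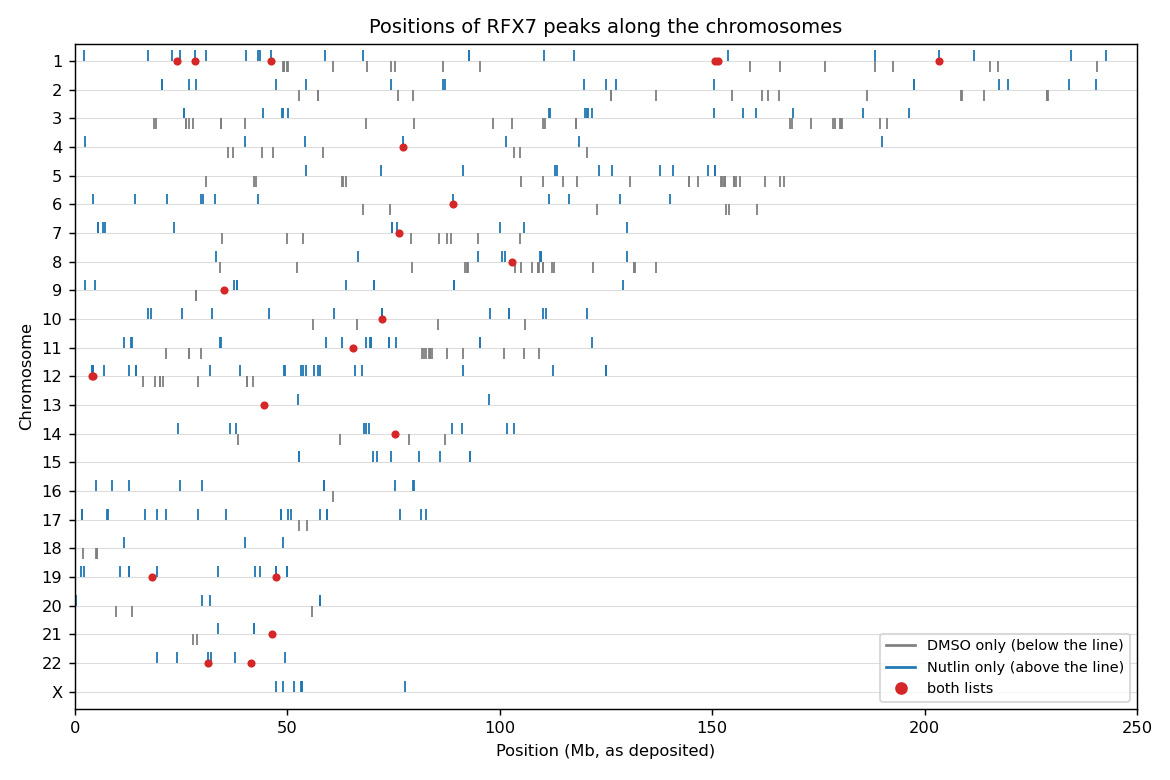
Positions of peaks (x axis, Mb, as deposited) on each chromosome (y axis): Nutlin-only peaks as blue ticks above the line, DMSO-only peaks as grey ticks below it, and shared sites as red dots. DMSO-only peaks were most numerous on chromosomes 3, 5 and 8, with 32, 26 and 23 peaks, and X carried 8 Nutlin-3a peaks and 0 DMSO peaks.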

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

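For 13 results, 70 values were recomputed under 13 alternatives, of which joining neighbouring peaks was chosen after seeing the data. Of these, 9 were set aside as fixed by construction and say nothing about stability: 5 from merging overlapping rows, since no rows of a list overlapped, and 4 locations of whole lists under another overlap rule. Of the other 61 values, 37 kept their direction and their side of the threshold, stayed within the 95% interval of the reported share or, for numbers of peaks, stayed within 1.5 times the reported number. The rest comprised 19 shares or numbers of peaks that moved further, 4 directions that reversed, of which 1 also passed the test's threshold and 1 no longer did, and 1 other test that passed it.

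With a −log10 q of at least 10, the lists shrank to 3 and 153 peaks by construction. Shared peaks then made up 100% of the DMSO list and 1.96% of the Nutlin-3a list. The shares within 1 kb of a gene end were 33.3% and 48.4%. The published RFX7 targets with a DMSO peak fell from 3 to 0, which was counted as a reversal. Peaks at or above their list's median −log10 q numbered 107 and 152, again by construction. Of these, 17.8% and 12.5% were shared, and 48.7% of the Nutlin-3a peaks were within 1 kb of a gene end. Requiring 50% overlap of both intervals left 0.939% and 0.658% shared, because each shared DMSO interval lay inside a Nutlin-3a interval that was usually several times wider. Under that rule the location difference between shared and Nutlin-only peaks reversed to 7.95 percentage points, on 2 shared sites and with a Fisher's exact p of 1. With midpoints within 100 bp, 4.69% and 3.29% were shared.

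The share of Nutlin-3a peaks near genes followed the distance limit by construction, with 32.9% within 500 bp and 61.2% within 5 kb. With ends of all annotated genes it was 55.6%, and 8.45% for DMSO peaks. The p53 target genes with a Nutlin-3a peak numbered 0 within 1 kb, which was counted as a reversal of a difference that was not significant. They numbered 3 within 50 kb, which passed the threshold (Fisher's exact p = 0.0191, against 0.112 to 1 under the other alternatives). With a DMSO peak there were 3 within 50 kb, counted as a reversal from 0 (Fisher's exact p = 7.98e-05). The other alternatives only removed peaks or shortened the distance, so they could not raise the count from 0. The 3 genes within 50 kb, named after their values were seen, were BBC3, BTG2 and TIGAR, whose ends lay 8419, 17814 and 49161 bp from DMSO peaks that were all shared sites. The BTG2 peak was closer to FMOD, at 13212 bp, and the TIGAR peak to CCND2, at 1710 bp. The cause was not tested.

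The lower rank of Nutlin-only peaks held under each alternative run that was free to move it, between -43.8 and -42.4 percentile points. Its permutation p was 1e-05, the smallest that 100000 resamples can give, except under 50% overlap, where the exact permutation p was 0.0167. Rank agreement at shared sites did not pass the test's threshold, with rho between 0.12 and 0.34 and permutation p between 0.15 and 0.755, and had no value at a −log10 q of at least 10 or under 50% overlap, which left 3 and 2 shared sites. The Nutlin-3a excess of published RFX7 targets held under all 4 alternatives, with 11 to 13 of the 13 genes.

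No paired analysis was possible because each treatment has 1 merged list without replicate numbers. For the same reason the alternatives that leave out each replicate in turn were not run. The unknown depth limits what the number, width and scores of peaks can say between treatments. The X-box, p53 element and short-sequence scans and their alternatives, among them the background of matched gene starts, were not run, as no genome sequence was used here.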

Other observations

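All tests in this part were chosen only after the result they measure was seen, except those of even scatter, of weak calls and of a regional background, which were written down before theirs were.

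The 191 peaks found only in the DMSO list were placed unlike all other peaks: 0 were within 1 kb of a protein-coding gene end and 24 (12.6%) within 50 kb. If they were sites of the kind in the Nutlin-3a list that were lost after treatment, their share within 1 kb would be near the 43.3% of Nutlin-only peaks, which it was not (Fisher's exact p = 4.04e-34, too small because it treats neighbouring peaks as independent). Even scatter along the chromosomes is also argued against, since 1000 uniform placements had 85.05 peaks within 50 kb on average and 70 to 100 in 95% of them. Nor did the weak calls of the Nutlin-3a list lie away from genes. In its lowest-ranked quartile, 65 of 76 peaks (85.5%) were within 50 kb of a gene end (Fisher's exact p = 3.50e-30 against DMSO-only peaks). That p treats peaks as independent, but the list held 46 neighbouring pairs within 1 kb, so weak calls may flank stronger ones. In the DMSO list, 10 of 54 peaks (18.5%) in the lowest-ranked quartile and 21 of 54 (38.9%) in the highest were within 50 kb. The test therefore speaks for the Nutlin-3a list only. Whether DMSO-only peaks are calls near the threshold stays open. Their mean percentile rank within the DMSO list differed from that of shared peaks by -39.7 points (permutation p = 1e-05, the smallest that 100000 resamples can give), but Nutlin-only peaks had a gap of -43.6 points in their own list without lying away from genes, so this gap does not bear on location. A background shared by region in both treatments, such as a copy number gain, stays open. It would put gene-distant Nutlin-only peaks, here those over 5 kb from a protein-coding gene end, near DMSO-only peaks. Of the DMSO-only peaks, 8 were within 1 Mb of one of these 109 peaks, against 4 to 15 in 95% of matched placements. Depth, base composition and an unequal input correction in the DMSO libraries were not tested, and neither was a separate class of RFX7 sites specific to untreated cells. Whether these peaks are background or RFX7 sites remains to be checked in the reads.

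DMSO-only peaks also lay close to one another. Of the 191, 98 were within 1 Mb of another, against a mean of 39.0 and at most 60 in 1000 placements matched on chromosome and distance to genes, so chance spacing in gene-poor regions is argued against. Nor did they follow the chromosomes' gene-poor length. Of the 167 that were over 50 kb from protein-coding gene ends, chromosomes 3, 5 and 8 held 29, 25 and 21, where their length over 50 kb from gene ends gave 11.4, 10.95 and 8.66. Chromosome 11 held 15, against 6.42 by length. Chromosomes 13, 15 and X held 0, where 8.16, 5.54 and 9.05 were expected (multinomial permutation p = 1e-05, the smallest that 100000 draws can give). That p treats neighbouring peaks as independent and is therefore too small. With peaks within 1 Mb of one another counted once, which left 113 groups, chromosomes 3, 5 and 8 held 13, 15 and 13, against 7.68, 7.41 and 5.86 by length, and the multinomial permutation p was 0.00094. Chromosome 11 held 8 groups, against 4.34 by length. The expected lengths include assembly gaps. U2OS is aneuploid, and an untested candidate explanation for this spread is chromosome copy number. Copy number was not analysed here.

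That 282 of 304 Nutlin-3a peaks had no DMSO counterpart may reflect a detection limit of the DMSO list, stronger binding after Nutlin-3a, or both. Split intervals add to the 282, since some Nutlin-only peaks flanked a shared one, such as the peak ranked 201 at CCNG2. With peaks within 1 kb joined, 258 Nutlin-3a peaks were left, of which 8.53% were shared, so splitting accounts for a small part only. Of the 152 higher-ranked Nutlin-3a peaks 22 were shared, and of the 152 lower-ranked ones 0 (Fisher's exact p = 2.10e-07). This split follows from the ranks already reported and would arise under either explanation, so it favours neither. A strict cutoff, by which the DMSO list holds the strongest Nutlin-3a peaks and no others, is argued against: of the 22 highest-ranked Nutlin-3a peaks, 9 were shared. Peaks near RAP2A and UBB, at ranks 5 and 6, were not. A detection limit and a gain in binding by treatment both stay open, since no value per replicate was analysed here that would separate binding from depth.

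Several paralogous genes lay beside Nutlin-3a peaks, such as PNRC1 and PNRC2, TOB1 and TOB2, and TSPYL1 and TSPYL2. Among 185 genes within 5 kb of a peak, leaving out those named only by a LOC number, 9 gene pairs on different chromosomes shared a symbol stem. Random sets of 185 such protein-coding genes had 5.64 such pairs on average, and 1507 of 10000 sets had as many. The number of pairs with a shared stem was thus not beyond chance in this test. A shared stem is not a measure of paralogy, so the test cannot decide whether close paralogues recur. No biological explanation was tested.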
